A study of Homo sapiens with 6 samples.

How the data were processed

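RNA was measured with Visium CytAssist, in which pairs of probes are ligated on the RNA of a tissue section and captured on a grid of barcoded spots, each of which covers several cells. The 6 sections, 10 µm thick and from formalin-fixed, paraffin-embedded blocks, were 3 of colorectal adenocarcinoma (tumor) and 3 of adjacent normal tissue (normal). The number after each group was read as the number of the patient. The 6 sections then came from 4 patients, of whom 2 (patients 3 and 8) gave both tissues. Across genes, the deviations of a section from its group mean correlated at 0.303 between tumor 3 and normal 3 and at 0.219 between tumor 8 and normal 8, against -0.237 to 0.148 for the other pairs of a tumor and a normal section. These are correlations across genes, which are not independent replicates.

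The deposited matrices hold raw UMI counts per feature and spot, which the authors made with Space Ranger 3.1.3 against GRCh38 per the submitters' processing notes. A UMI is a molecular tag, so each count stands for 1 captured molecule and not for a read. Every spot in the tables is marked as under tissue in the deposited spot positions, and all values are whole numbers. Because the assay counts ligated probe pairs, a gene outside the probe set gives no value, and a probe that binds another RNA gives counts for its named target.

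The table has 18408 features. Of these, 18085 are human genes, 196 are probes against bacterial 16S ribosomal RNA of 19 taxa, 124 are probes against 41 viral targets and 3 are custom GAPDH probes. The plan had counted any feature that is not a human gene as bacterial. The viral and GAPDH probes were left out of the bacterial totals once the table had been seen, since their names are not bacterial. The viral probes held 4 UMIs in all sections, in 2 probes. A set of 16 sex-linked genes was left out of all totals and tests, which leaves 18069 genes called host genes. Coordinates are those of the RefSeq annotation of GRCh38.p14, which held an entry for 17547 of the host genes.

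Total UMIs per section ranged from 1325561 to 33844701. Intervals of shares are exact Clopper-Pearson intervals at 95% and cover counting error only. Spots are not independent replicates, so every test between tissues used the section as its unit.

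The tests, the gene lists, the rule for named genes and a set of other settings were fixed before the data were examined. For tumor against normal sections, UMIs were summed over the spots of each section and tested with the quasi-likelihood test of edgeR 4.0.16 (TMM factors, filterByExpr, Benjamini-Hochberg adjustment, threshold 0.05) under R 4.3.3. Bacterial probes were read from the same fit, scaled by host UMIs and adjusted among themselves. Standard errors of log2 changes are the change divided by the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1 on voom values, with a preset correlation of 0.01, and again with an estimated correlation. List medians are medians of voom log2 changes. The 23 lists held 342 members, of which 9 were not measured and 1 stood in 2 lists. They covered Wnt target genes, genes known to be raised in colorectal adenocarcinoma, mature colonocytes, goblet cells, enteroendocrine cells, proliferation, cancer-associated fibroblasts and matrix, smooth muscle, enteric neurons and glia, endothelium, adipocytes, erythrocytes, plasma cells, B cells and follicles, T and NK cells, macrophages and monocytes, neutrophils and their attractants, epithelial antimicrobial genes, bacterial sensing and NF-kB, interferon response, hypoxia, immediate early and stress genes, and mitochondrial transcripts.

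The total bacterial level was the number of bacterial UMIs per 1000000 host UMIs (CPM, also used for genes), compared on the log2 scale by an exact two-sided permutation test, whose smallest possible p for 3 against 3 sections is 0.1. The share of spots with at least 1 bacterial UMI was compared the same way. Spatial clustering was Moran's I of bacterial UMIs per 10000 host UMIs over adjacent spots, minus the mean of 200 random placements, with an exact two-sided sign-flip test over the 6 sections, whose smallest possible p is 0.03125. For host genes by bacterial signal, UMIs were summed per section over spots with at least 1 bacterial UMI (positive) and over spots with 0 (negative), for sections with at least 20 spots in each class. These sums were tested in edgeR with the section as a block, and the difference of this effect between tissues was tested as an interaction.

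Regions were Leiden clusters of all sections together (leidenalg 0.10.2, igraph 0.11.9; 2000 variable genes, 30 components, 15 neighbours, resolution 0.5). Spots needed at least 500 host UMIs, or 100 in a section whose median was lower than 500. Regions are named by number and by their 6 leading genes. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.

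Named genes for the tissue comparison were the 8 largest changes each way past the threshold with no overlap between the groups and at least 20 CPM in the higher group, and the 2 members of smallest p in each list. For positive against negative spots the rule was alike, with the same direction in every section in place of the lack of overlap. There the text names members only of lists that passed the threshold, a narrowing of the rule that was decided after the values had been seen. Named bacterial probes were to be the 10 with most UMIs, but the bacterial results are described by taxon, which was also decided after the values were seen. A few genes that these rules name are not reported here, and none was put in their place.

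The other settings were RLE and upper-quartile factors, the Wald test of DESeq2 1.42.0, no filter, the patient as a block, the 2 patients with both tissues alone, spots with at least 500 host UMIs, thinning to equal depth, other scales and thresholds of the bacterial signal, spots matched on host UMIs, and leaving out each section. With the patient as a block, patients with a single tissue add nothing to the tissue effect. That effect therefore rests on the 2 patients with both tissues, with few residual degrees of freedom. This setting and that of the 2 patients alone are not separate evidence. Added after the data had been seen were leaving out both sections of patient 3, summing probes per taxon, leaving out Streptococcaceae probes 10 and 23 (with tumor 8, and in the same 5 sections as with all probes), a threshold of 10 bacterial UMIs, and Moran's I averaged per patient. Probes 10 and 23 were chosen after the values were seen. Their lowest levels over the 6 sections, 469 and 62.5 CPM, were the highest of all bacterial probes, though other probes gave UMIs in every section as well.

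The steps named here were tested on simulated data. The interaction test, the test of bacterial probes and the permutation tests are not among them. With the dispersion of the tissue comparison, edgeR recovered 43 of 100 genes changed 4-fold and 100 of 100 changed 16-fold, with 5 false calls among 17987 simulated genes, of which 17957 passed the filter. For positive against negative spots it recovered 100 of 100 at 4-fold and 100 of 100 at 16-fold, with 3 false calls among 16802 simulated genes, of which 13419 passed the filter. In simulated counts for the tissue comparison, camera called the 1 list that had been shifted. The clustering found 3 of 3 simulated profiles with an adjusted Rand index of 0.967, and Moran's I above random was -0.0055 for values placed at random and 0.878 for a patch.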

Results

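Host genes and bacterial 16S ribosomal RNA were counted on the same spots of 6 colorectal sections, to place bacteria in tissue together with the expression around them. The groups were tumor (tumor 3, tumor 7 and tumor 8) and adjacent normal tissue (normal 3, normal 6 and normal 8), with 3 sections each and 25735 spots in all. Depth differed widely between sections. Normal 3 had 4992 spots, 1325561 UMIs and a median of 142 host UMIs per spot. Normal 6 had 3689 spots, 26733949 UMIs and a median of 4437. Normal 8 had 3565 spots, 14452458 UMIs and a median of 3680. Tumor 3 had 4682 spots, 4734343 UMIs and a median of 354. Tumor 7 had 3909 spots, 21968106 UMIs and a median of 1178. Tumor 8 had 4898 spots, 33844701 UMIs and a median of 1340.5. In normal 3, 86.5% of spots held fewer than 500 host UMIs, and in tumor 3, 54.5% did, so that both sections of patient 3 were the shallowest of the series.

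The first comparison asked how host expression differed between tumor and adjacent normal tissue. CXCL8, a chemokine that attracts neutrophils, rose most among the named genes, by 6.40 ± 1.41 on the log2 scale (SE, n = 3 against 3 sections), or 84.4-fold. MMP1, an interstitial collagenase, rose by 6.21 ± 1.14 and CLDN1, a tight-junction protein, by 5.55 ± 0.98. MYH11, the myosin heavy chain of smooth muscle, fell by 7.29 ± 1.42 (157-fold lower), and DES, the intermediate filament protein desmin of muscle, fell by 6.66 ± 1.52. Since UMIs were summed over whole sections, the falls of muscle genes do not separate lower expression from fewer muscle spots in a section. AQP8, a water channel, fell by 6.28 ± 1.19, and CA1, a carbonic anhydrase, fell by 5.83 ± 1.30. In both genes normal 3 lay near tumor 3, so these falls rested mainly on normal 6 and normal 8. AQP8 stood at 10.7 CPM in normal 3 and 6.34 in tumor 3, against 335 in normal 6 and 437 in normal 8. CA1 stood at 16.3 in normal 3 and 10.998 in tumor 3, against 995 in normal 6 and 106 in normal 8. CXCL8 (ENSG00000169429) lies on chromosome 4 at 73740569 to 73743716, MMP1 (ENSG00000196611) on chromosome 11 at 102789919 to 102798160 and MYH11 (ENSG00000133392) on chromosome 16 at 15703135 to 15857028. Also among the 8 largest increases were the keratins KRT23 (log2 change 5.33) and KRT80 (4.87), the kallikrein-related peptidase KLK8 (5.12) and the cadherin CDH3 (4.97). The other large decreases were the muscle genes ACTG2 (log2 change -6.65), SYNM (-6.30) and CNN1 (-5.97), and the ephrin receptor EPHA7 (-5.86). CXCL8 stood at 40.8 CPM (UMIs per 1000000 host UMIs) in tumor 3, 60.2 in tumor 7 and 1451 in tumor 8, so its mean of 517 ± 809 (SD) was carried by tumor 8.

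In edgeR, 137 genes rose and 388 fell of 17987 tested. With the patient as a block, where the tissue effect rests on the 2 patients with both tissues, 306 rose and 603 fell. DESeq2 called 620 up and 946 down. The values of 20.6% of genes did not overlap between the groups, against 10% by chance. The total of 525 became 100 without normal 8, 191 without normal 6, 288 without tumor 8 and 171 without both sections of patient 3. The 137 rises became 6 without normal 8, 19 without normal 6, 38 without normal 3 and 25 without both sections of patient 3. The 388 falls became 94, 172, 341 and 146 in these settings. Without tumor 8, 81 rose and 207 fell, and more genes rose without tumor 3 (190) or tumor 7 (251). Of the 34 named genes past the threshold, 14 stayed past it without normal 8 and 18 without normal 6, against 20 without normal 3, 21 without tumor 8, 27 without tumor 7 and 29 without tumor 3, and 8 did so under every setting run (CXCL1, ETV4, KRT23, PLIN4, PLN, PYY, SYNM and TMIGD1).

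**Figure D1:**
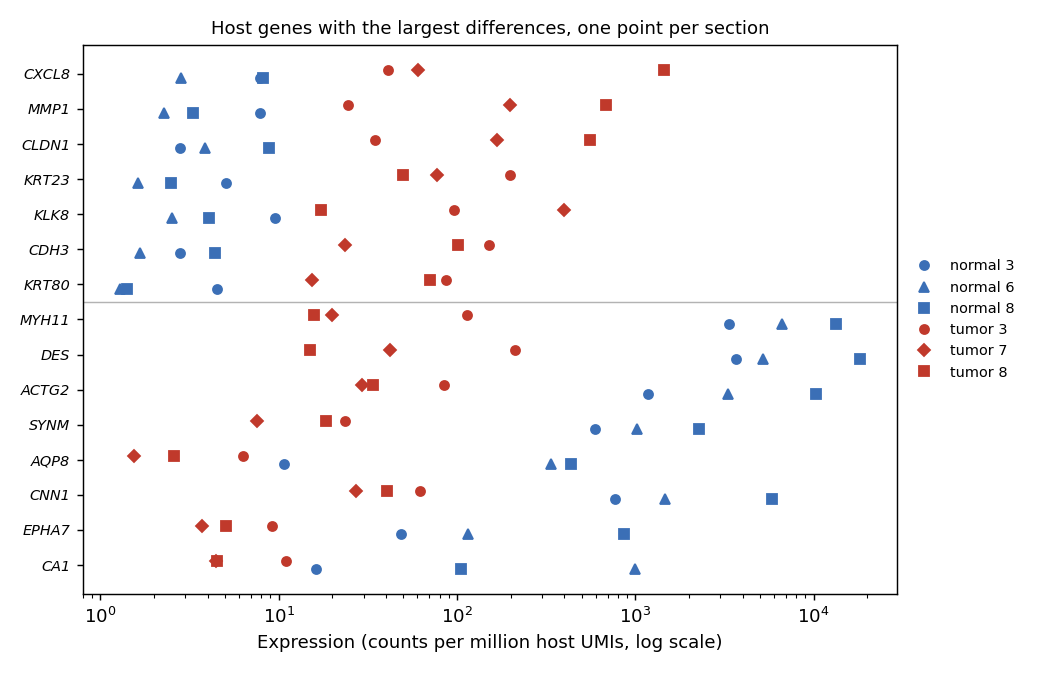
Expression of the genes with the largest changes past the threshold in CPM (log scale), with 1 point per section for the 3 tumor and 3 normal sections. These genes were chosen for a lack of overlap between the tumor and normal points, and CXCL8 in tumor 8 stands at 1451.

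Gene groups that rose in tumor sections were those of cancer cells, dividing cells and neutrophil attraction. Genes known to be raised in colorectal adenocarcinoma had a median log2 change of 2.68, and 10 of 22 rose and none fell (17 rose when adjusted over the list alone). ETV4, a transcription factor of the ETS family, rose by 4.16 ± 0.42, and KRT23 by 5.33 ± 0.69. Proliferation genes had a median of 1.86, with 7 of 23 up (22 adjusted over the list alone). Among them were CENPF, a kinetochore protein, at 2.82 ± 0.51 and UBE2C, a ubiquitin-conjugating enzyme of mitosis, at 2.11 ± 0.40. Neutrophils and their attractants had a median of 2.73, with 7 of 15 up (11 adjusted over the list alone). The chemokine CXCL1 rose by 3.24 ± 0.45, and MMP1, which stands in that list, is a collagenase also made by fibroblasts and not a neutrophil marker. The adjusted p of camera was 2.28e-13 for the adenocarcinoma list, 3.23e-16 for proliferation and 3.89e-10 for neutrophils. With an estimated correlation the adjusted p was 0.234 for the adenocarcinoma list, 0.234 for proliferation and 0.106 for neutrophils.

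Smaller rises were called for 3 lists. Hypoxia genes had a median log2 change of 0.59 with 2 of 12 up (5 adjusted over the list alone), among them CA9, a carbonic anhydrase induced by low oxygen, at 4.10 ± 0.88 and the glucose transporter SLC2A1 at 2.39 ± 0.54. The adjusted p of the hypoxia list was 0.0010, and adjusted p = 0.440 with an estimated correlation. Interferon response genes had a median of 0.79 with 1 of 16 up (3 adjusted over the list alone), the chemokine CXCL11 at 3.05 ± 0.68. Their adjusted p was 0.00764, and adjusted p = 0.647 with an estimated correlation. It was 0.156 with the patient as a block, 0.568 without tumor 7 and 0.141 without normal 8. Wnt target genes had a median of 0.52 with 0 of 18 past the threshold in edgeR, and 0 adjusted over the list alone. MYC had a log2 change of 1.83 (adjusted p 0.120) and SOX9 of 1.73 (adjusted p 0.121). The adjusted p of the Wnt list was 0.0270, and adjusted p = 0.614 with an estimated correlation. It was 0.147 without normal 3, 0.0522 without normal 8, 0.115 without tumor 3 and 0.502 without tumor 8.

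The groups that fell were those of the muscle wall, of nerves, fat and vessels, and of differentiated epithelium. These calls of camera hold with the preset correlation only. They rest on sums over whole sections, which also depend on the tissue layers that each section held. Region 7, with CNN1 and DES among its leading genes, held 51.3% of the clustered spots of normal 8. Region 12, led by MYH11 and SYNM, held 28.7% of those of normal 6. No tumor section had at least 20 spots in either region. Whether these genes fell within a layer was not tested. Smooth muscle had a median log2 change of -5.31, with 10 of 13 genes down (13 adjusted over the list alone), among them PLN, a regulator of the calcium pump, at -4.36 ± 0.61. Enteric neurons and glia had a median of -2.23 with 6 of 14 down (12 adjusted over the list alone), among them the neuropeptide VIP at -3.30 ± 0.52. Mature colonocytes had a median of -2.95 with 7 of 24 down (18 adjusted over the list alone), among them GUCA2B, the precursor of uroguanylin, at -4.54 ± 0.60 and TMIGD1 at -4.28 ± 0.60. Enteroendocrine cells had a median of -2.50 with 5 of 11 down (8 adjusted over the list alone), among them the hormone PYY at -4.56 ± 0.72 and the calcium-binding protein SCGN at -3.04 ± 0.50. Goblet cells had a median of -1.95 with 1 of 13 down, CLCA1 at -3.16 ± 0.63 (8 adjusted over the list alone). In the list medians of colonocytes and goblet cells, though not in GUCA2B, TMIGD1 and CLCA1, normal 3 lay close to tumor sections. In the other lists of this paragraph it lay nearer to the normal sections. For smooth muscle it stood at 9.59, against 5.98 in tumor 3 and 10.0 in normal 6. The median log2 level of colonocyte genes was 5.08 in normal 3 and 4.91 in tumor 3, against 8.63 in normal 6 and 7.82 in normal 8, and that of goblet cell genes was 4.97 in normal 3 and 4.88 in tumor 8. ATOH1, a transcription factor of secretory cells, was at -2.12 with adjusted p 0.0514. Adipocytes had a median of -1.19 with 2 of 8 down (3 adjusted over the list alone), the lipid-droplet gene PLIN4 at -4.86 ± 0.55 and the fatty-acid carrier FABP4 at -3.48 ± 0.59. Endothelium had a median of -0.55 with 0 of 12 past the threshold in edgeR (2 adjusted over the list alone), and the tight-junction gene CLDN5 was at -2.12 with adjusted p 0.0543.

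The camera test gave these falls adjusted p values of 3.70e-22 for smooth muscle, 4.25e-12 for neurons and glia, 1.08e-12 for colonocytes, 1.67e-09 for enteroendocrine cells, 6.05e-07 for goblet cells, 0.000124 for adipocytes and 0.00670 for endothelium. With an estimated correlation the adjusted p was 0.106 for smooth muscle, neurons and glia, enteroendocrine cells and adipocytes, 0.234 for colonocytes and goblet cells, and 0.494 for endothelium. In that setting, 0 of the 23 lists passed, and 5 had an unadjusted p below 0.05. The adjusted p of endothelium was 0.147 without tumor 3.

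**Figure D2:**
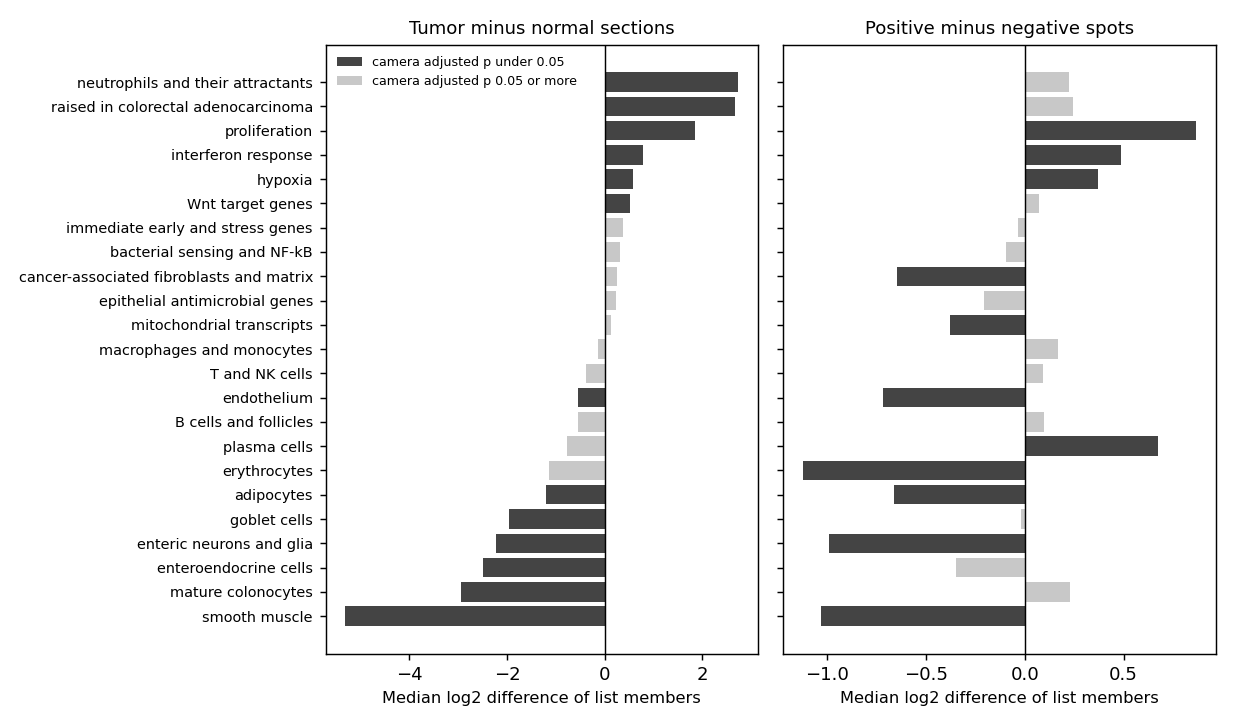
Median log2 change of each of the 23 gene lists between tumor and normal sections and between positive and negative spots. Dark bars are lists past the threshold with the preset correlation, and smooth muscle shows the lowest median between tissues, at -5.31.

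The other 10 lists did not pass between the tissues. With the patient as a block, 4 of them did, with adjusted p 6.21e-06 for B cells, 0.00763 for T and NK cells and 0.0498 for erythrocytes in the direction of down, and 0.0165 for fibroblasts. The tissue effect of that setting rests on the 2 patients with both tissues. Cancer-associated fibroblasts and matrix had a median log2 change of 0.25 (adjusted p 0.0978) with 1 of 21 up, MMP11 at 2.86 ± 0.63 (4 adjusted over the list alone), and CTHRC1 was at 3.42 with adjusted p 0.0595. Plasma cells had a median of -0.76 (adjusted p 0.0582) with 1 of 12 down, IGHA2 at -2.59 ± 0.58 (3 adjusted over the list alone). The medians were -0.55 for B cells (adjusted p 0.214), -0.38 for T and NK cells (0.409) and -1.14 for erythrocytes (0.192). Macrophages and monocytes had a median of -0.13 but a mean of 0.26 and a test direction of up (adjusted p 0.754), with the Fc receptor FCGR3A up by 3.61 ± 0.82 (2 up adjusted over the list alone). Epithelial antimicrobial genes had a median of 0.24 (adjusted p 0.608), but -0.40 from edgeR, and LCN2, which binds bacterial siderophores, was at 2.49 with adjusted p 0.0514. Bacterial sensing and NF-kB genes had a median of 0.31 (adjusted p 0.0788), with the chemokine CCL20 at 2.58 and adjusted p 0.0685. Immediate early and stress genes had a median of 0.38 (adjusted p 0.226) and mitochondrial transcripts of 0.13 (adjusted p 0.754). Leaving out 1 section brought 7 of these lists past the threshold. Without tumor 3 the adjusted p was 9.05e-05 for fibroblasts, 0.000188 for macrophages and 0.0021 for NF-kB. Without normal 3 it was 0.0235 for antimicrobial genes. Without normal 8 it was 2.99e-05 for plasma cells, 0.0129 for B cells, 0.00671 for T and NK cells and 0.0183 for fibroblasts. Without normal 6 it was 0.00877 for B cells, without tumor 7 it was 0.00519 for plasma cells, 0.00816 for T and NK cells and, in the direction of down with a median of -0.98, 0.0483 for macrophages, and without tumor 8 it was 0.00911 for plasma cells.

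The second comparison asked whether tumor sections held more bacterial signal than normal sections. Tumor 8 held 88837 bacterial UMIs per 1000000 host UMIs (bacterial CPM) and tumor 3 held 9643, while tumor 7 held 620, the lowest value of all sections. Normal 3 held 1716, normal 8 held 1331 and normal 6 held 856. The level was 5.62-fold higher in tumor 3 than in normal 3 of the same patient, and 66.8-fold higher in tumor 8 than in normal 8. Without Streptococcaceae probes 10 and 23 it was 9.21-fold and 175-fold higher. On the log2 scale the tumor sections averaged 12.98 ± 3.59 and the normal sections 10.29 ± 0.51 (SD, n = 3 each). The difference of 2.70 was smaller than the spread of the tumor sections (exact permutation p = 0.4). The mean within the 2 patients with both tissues was 4.28. The difference was 0.97 without tumor 8 and 4.55 without tumor 7.

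**Figure D3:**
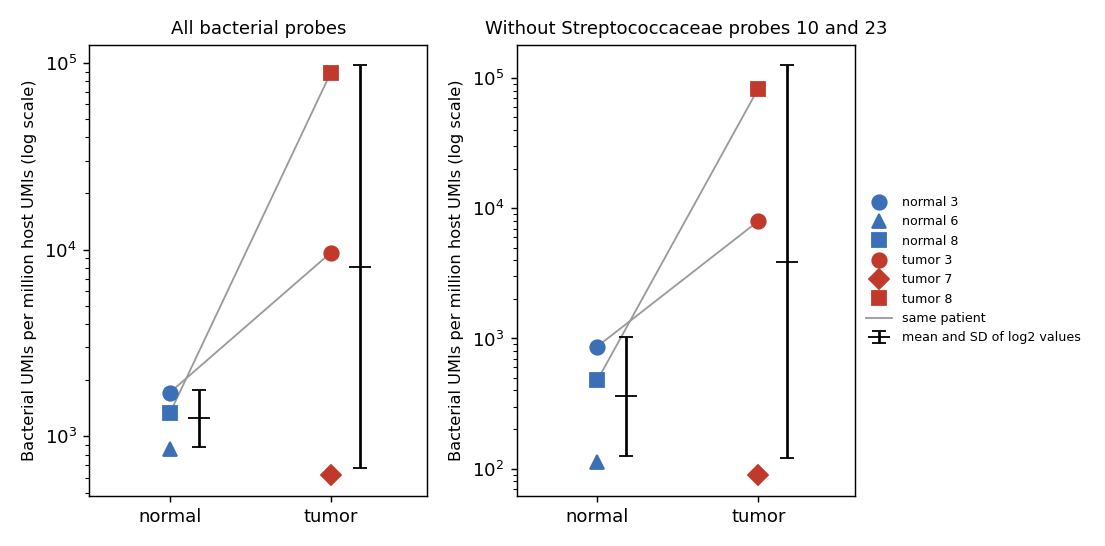
Bacterial CPM (log scale) in the 3 normal and 3 tumor sections, with all bacterial probes and without Streptococcaceae probes 10 and 23, lines joining sections of 1 patient, and bars for the mean and SD of log2 values. Tumor 8 stands at 88837 with all probes and tumor 7 at 620.

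The share of spots with a bacterial UMI was 99.96% in tumor 8 (95% interval 99.85 to 99.995), 78.7% in tumor 7 (77.3 to 79.9) and 38.3% in tumor 3 (36.9 to 39.7). It was 93.3% in normal 6 (92.4 to 94.0), 88.7% in normal 8 (87.6 to 89.7) and 25.7% in normal 3 (24.5 to 26.96). In every section but tumor 8, much of this share came from Streptococcaceae probes 10 and 23. Without them it was 99.2% in tumor 8, 27.6% in tumor 7 and 20.6% in tumor 3. In normal 6 it was then 51.4%, in normal 8 53.0% and in normal 3 11.7%. With all probes, the mean difference between the tissues was 3.07 percentage points (exact permutation p = 0.9), and spots of the shallow sections of patient 3 had the lowest shares. Thinning to 500 UMIs left out spots with fewer, among them 4318 of 4992 in normal 3 and 2549 of 4682 in tumor 3. In the spots kept, the shares with all probes were 71.1% in tumor 8, 39.96% in tumor 7 and 28.5% in tumor 3. They were 47.0% in normal 8, 38.8% in normal 6 and 37.8% in normal 3, so that tumor 3 lay below normal 3. The difference between the tissues was 5.33 points (exact permutation p = 0.8). Without probes 10 and 23, the thinned shares were 65.2% in tumor 8, 6.75% in tumor 7 and 15.8% in tumor 3. They were 17.3% in normal 8, 10.4% in normal 6 and 19.3% in normal 3. The difference without these probes was 10.4 points, and 13.6 when thinned as well. With all probes and no thinning it was 11.9 points within the 2 patients with both tissues, -18.7 without normal 3, -10.8 without tumor 8, -0.11 without tumor 7, 20.1 without tumor 3, 15.1 without normal 6 and 12.8 without normal 8. In tumor 3, 80 spots held 95.6% of the bacterial UMIs outside probes 10 and 23, and 1 spot held 14681. In tumor 8, 2547 spots with at least 10 such UMIs held 99.6% of them, and in 475 spots bacterial UMIs outnumbered those of the host.

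The taxa differed between the sections with most signal. In tumor 8, Bacteroides and Phocaeicola, anaerobes of the gut, gave 42.3% of the bacterial UMIs (95% interval 42.2 to 42.4), or 37582 CPM. Porphyromonas, a genus known from the mouth, gave 35.4% (35.3 to 35.4), or 31422 CPM. Campylobacter stood at 3344 CPM, Lachnospiraceae at 3172 and Fusobacterium at 2818, against 18.3 for Fusobacterium in normal 8. Streptococcaceae stood at 6074, of which 79.8% came from probe 23. Helicobacter stood at 651, of which 99.99% came from probe 9, and Prevotellaceae at 1797, of which 91.0% came from probe 4. In tumor 3, Streptococcaceae gave 94.9% of the bacterial UMIs (94.7 to 95.1), or 9156 CPM. Enterobacteriaceae stood at 230 CPM in tumor 3, and at 7.10 in tumor 7 and 145 in normal 3. Of the genera often reported in colorectal tumors, the probes also covered Leptotrichia, Peptostreptococcus and Parvimonas, which stood at 130, 125 and 6.86 CPM in tumor 8 and below 1 in every other section. The exact permutation p values of the taxa ran from 0.4 to 1.0, in a test whose smallest possible p is 0.1 and which could not pass 0.05.

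**Figure D4:**
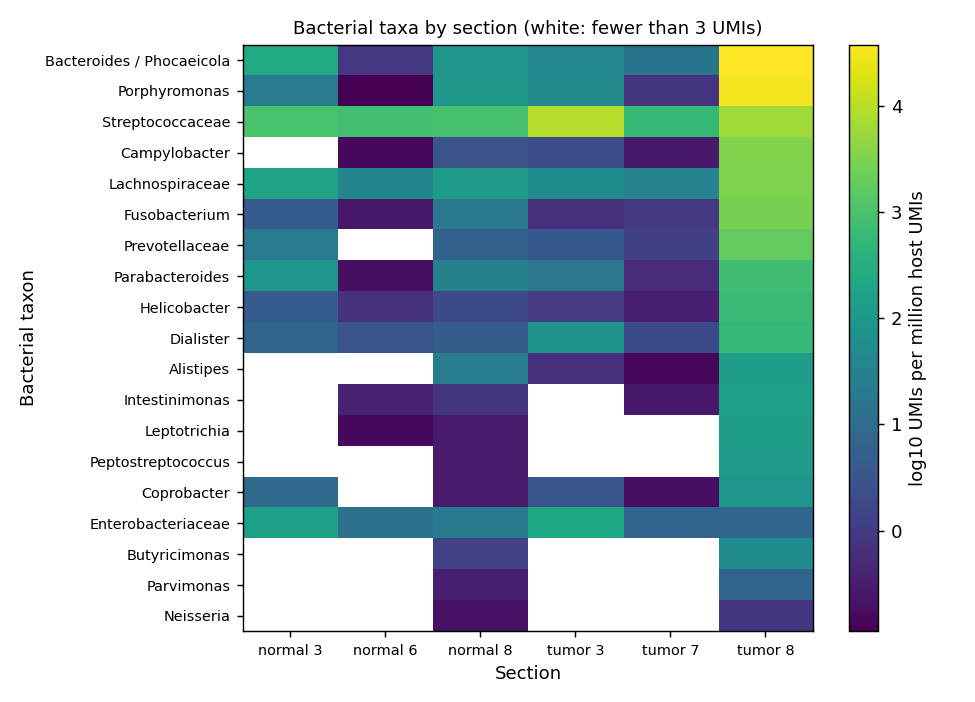
CPM (log10 colour scale) of the 19 bacterial taxa in each of the 6 sections, with white where fewer than 3 UMIs were counted. Bacteroides and Phocaeicola reach 37582 in tumor 8, and Streptococcaceae probes gave UMIs in every section.

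Single bacterial probes gave 22 higher in tumor and 0 lower of 57 tested in edgeR, at adjusted p 0.0466 to 0.0489, and 14 of the 22 were Streptococcaceae probes. The lowest exact permutation p of any probe was 0.2. With the patient as a block, 99 of 138 tested probes passed, with 13 of the 22 among them. The tissue effect of that setting rests on the 2 patients with both tissues, so this count carries little weight. The number of probes that passed was 0 with RLE factors (33 at an unadjusted p below 0.05), and 0 without normal 3 (16 unadjusted), normal 6 (28 unadjusted) or normal 8 (31 unadjusted). It was 66 without tumor 7, 39 without tumor 3 (36 higher and 3 lower) and 19 without tumor 8 (17 higher and 2 lower), where the median log2 change over the probes went from 3.74 to -0.99. With UMIs summed per taxon, 3 of 13 taxa passed, which were Dialister (log2 change 5.45), Campylobacter (9.66) and Helicobacter (6.93). The last 2 stood on tumor 8 alone, since Campylobacter was at 2.35 CPM in tumor 3 and 0.275 in tumor 7, and Helicobacter at 1.07 and 0.321, against 0.675 to 4.54 in normal sections.

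Moran's I of bacterial UMIs per 10000 host UMIs exceeded random placement by 0.309 ± 0.184 (SD, n = 6), and was above it in 6 of 6 sections. The exact sign-flip p was 0.03125, the smallest that 6 sections allow, but it takes sections of 1 patient as independent. With sections averaged per patient, chosen after the data had been seen, the excess was 0.292 (exact sign-flip p = 0.125, the smallest that 4 patients allow). The excess was 0.647 in tumor 8, 0.334 in normal 8, 0.306 in normal 6, 0.267 in tumor 3, 0.174 in tumor 7 and 0.125 in normal 3. Host UMIs, the divisor, were clustered themselves, with an excess from 0.780 in normal 3 to 0.935 in tumor 7. Bacterial UMIs spread evenly over spots would then also give an excess of the ratio. Raw bacterial UMIs had a mean excess of 0.479, but they can follow host UMIs. The test therefore cannot separate clustered bacteria from a pattern set by host UMIs. For the presence of a bacterial UMI, which nearly all spots of tumor 8 share, the excess was 0.209 (exact sign-flip p = 0.0625), and in tumor 8 it was -0.000023. With spots of at least 500 host UMIs, where the mean excess was 0.211, it was 0.0098 in tumor 3.

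Clustering of 21595 spots by host genes gave 14 regions, most of which held at least 20 spots in only 1 or 2 sections. Leading genes are those over the spots of all sections. Nearly all clustered spots of tumor 8 fell in 2 regions. Region 1, with 2294 spots of tumor 8, was led by CXCL8, IL1B, OSM, G0S2, IL1RN and PLEK, among them the cytokines interleukin 1 beta and oncostatin M. It had a median of 878.5 host UMIs per spot and 368665 bacterial CPM outside probes 10 and 23, which all region values leave out, or a mean of 398 and a median of 21 such UMIs per spot. Region 4, with 1983 spots of tumor 8, was led by TRIM72, TESC, COL11A1, CTHRC1, BGN and GNG4, of which COL11A1 is a fibrillar collagen and BGN a matrix proteoglycan. It had a median of 12473 host UMIs, 404 bacterial CPM and a mean of 5.76 and a median of 5 such UMIs per spot, so that the fewer host UMIs of region 1 widened the gap in CPM. Outside the clustering, 595 spots of tumor 8 with fewer than 500 host UMIs held 62.5% of its bacterial UMIs outside those probes. In tumor 3, region 2 held 64568 bacterial CPM on 1461 spots, but 0.684% of these held at least 10 bacterial UMIs and the median was 0, so that few spots set the level. With another seed, the highest region of tumor 3 held 218270. Region 5 (led by LY6G6D and AREG) held 3415 on 1933 spots.

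Region 3, led by the colonocyte genes CA1, AQP8 and SLC26A3, held 1188 bacterial CPM on 694 spots of normal 8, and 78.1 on 1325 spots of normal 6. Region 7, led by PDK4, EPHA7, ITGA5, NT5DC3, CNN1 and DES, held 143 on 1622 spots of normal 8. Outside the clustering, 403 spots of normal 8 held 8742, and at a resolution of 1.0, which gave 21 regions, the highest region of normal 8 held 14748, so the region with most signal in normal 8 depended on the clustering. Region 11, with APOB and APOA4 among its leading genes, held 1618 on 1162 spots of normal 3, where region 6, led by CFD, HBA2 and SFRP1, held 1587 on 23 spots. Region 13, led by the lymphoid chemokines CCL19 and CCL21 and the B-cell gene MS4A1, had at least 20 spots in 5 sections and held from 72.9 to 232 CPM. No test between tissues was made on regions, since they are defined by genes that differ.

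**Figure D5:**
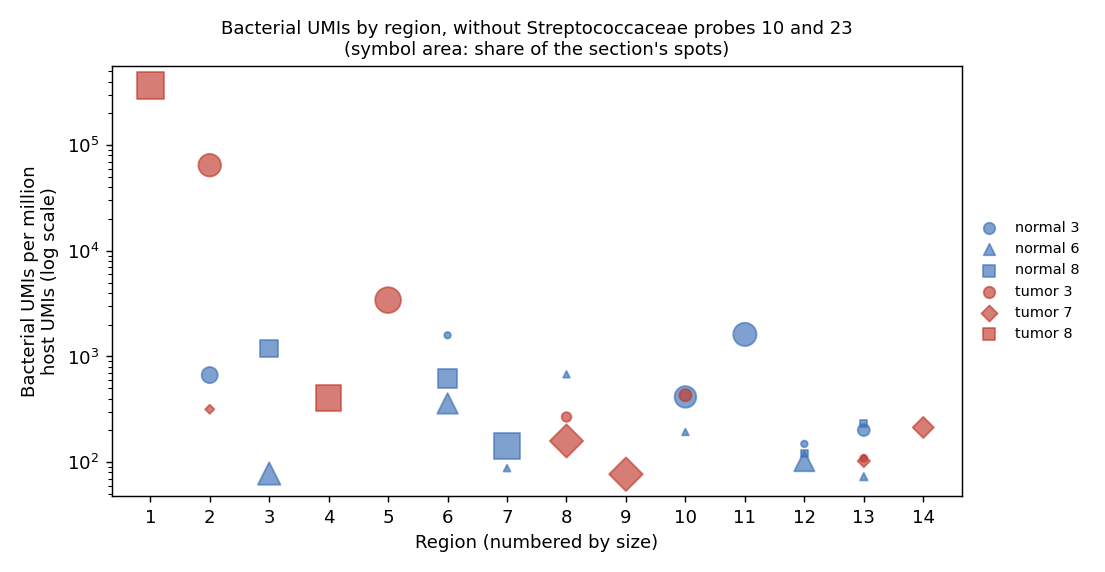
Bacterial CPM (log scale), without Streptococcaceae probes 10 and 23, by region and section, with 1 point for each section with at least 20 spots in a region and symbol area by the share of its spots. Region 1 of tumor 8 stands at 368665 and region 4 of tumor 8 at 404.

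The third comparison asked how host expression differed between spots with and without bacterial UMIs in the same section. IGLC1, a constant gene of immunoglobulin light chains, was higher in positive spots, by 1.81 ± 0.28 on the log2 scale (SE, n = 5 sections). SFRP2 and SFRP1, secreted modulators of Wnt signalling, fell by 1.69 ± 0.27 and by 1.52 ± 0.24, and VIP, a neuropeptide of enteric neurons, fell by 1.53 ± 0.24. Each had an adjusted p of 0.0482 and the same direction in 5 of 5 sections. IGLC1 (ENSG00000211675) lies on chromosome 22 at 22895375 to 22895694 and SFRP2 (ENSG00000145423) on chromosome 4 at 153780591 to 153789083. SFRP1 (ENSG00000104332) lies on chromosome 8 at 41261962 to 41309473 and VIP (ENSG00000146469) on chromosome 6 at 152750797 to 152759760. Tumor 8 could not be used, since all but 2 of its spots were positive.

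These 4 genes, 1 up and 3 down of 16802, were the only calls of edgeR, while DESeq2 called 16 up and 78 down. None of the 4 passed when UMIs of probes 10 and 23 were left out of the spot classes. In that setting, added after the data had been seen, 1 other gene passed in the same 5 sections (LCN2, higher by 1.09 ± 0.17 (SE, n = 5), named after its value was seen), and 85 others did with tumor 8, which then had 39 negative spots. Positive spots were deeper in every section, with a median of 4127 against 53 host UMIs in normal 8, 4813 against 1648 in normal 6, 261 against 113 in normal 3, 2125 against 689 in tumor 7 and 1388 against 225 in tumor 3. With spots matched on host UMIs, 72 genes passed, of which 0 were among the 4, and SFRP2 and SFRP1 stood at 0.044 and 0.43. No gene passed in edgeR without normal 6 (2513 at an unadjusted p below 0.05), normal 8 (2641 unadjusted) or tumor 3 (1522 unadjusted), 1 did without normal 3, and 10 did without tumor 7.

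Gene lists moved in both directions between the spot classes. Proliferation genes were higher in positive spots, with a median log2 change of 0.87 (adjusted p 9.84e-12). None of 23 passed over all genes in edgeR, and 19 did adjusted over the list alone. The kinase CDK1 was at 1.27 and the topoisomerase TOP2A at 1.30, with adjusted p 0.154 for both. Plasma cells had a median of 0.67 (adjusted p 0.000153), interferon response genes of 0.49 (0.00246) and hypoxia genes of 0.37 (0.0307), with 0 members past the threshold over all genes and 2, 0 and 1 adjusted over the list alone. With an estimated correlation the adjusted p was 0.388 for proliferation and hypoxia, 0.451 for plasma cells and 0.673 for the interferon response. In that setting of camera 0 of the 23 lists passed, and 1 had an unadjusted p below 0.05. The medians were below 0 in tumor 3 and tumor 7 for plasma cells (-0.072 and -0.16), in normal 8 and tumor 3 for the interferon response (-0.38 and -0.23) and in normal 8 for hypoxia (-0.17). With spots matched on host UMIs, the medians were 0.15 for proliferation (adjusted p 0.00589), 0.33 for plasma cells (1.07e-05), 0.13 for the interferon response (0.0138) and 0.16 for hypoxia (0.0599). Without probes 10 and 23 as well, in the same 5 sections, they were 0.045 for proliferation (adjusted p 0.162), 0.18 for plasma cells (7.93e-05), 0.070 for hypoxia (0.152) and, in the direction of down, -0.055 for the interferon response (0.00886). With tumor 8 added, that of plasma cells was 0.062 (adjusted p 0.325).

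Lower in positive spots were smooth muscle, with a median of -1.03 (adjusted p 2.46e-09), enteric neurons and glia at -0.99 (2.71e-06), endothelium at -0.72 (2.33e-05), cancer-associated fibroblasts and matrix at -0.65 (2.59e-07), adipocytes at -0.66 (0.00871), erythrocytes at -1.12 (0.00571) and mitochondrial transcripts at -0.38 (0.0360). Apart from VIP, no member of these lists passed over all genes. Adjusted over the list alone, 11 of 13 smooth muscle genes, 8 of 14 neuronal and glial genes, 6 of 12 endothelial genes, 2 of 4 erythrocyte genes, 1 of 21 fibroblast genes, 1 of 8 adipocyte genes and 0 of 9 mitochondrial transcripts passed. With an estimated correlation the adjusted p was 0.388 for smooth muscle, neurons and glia, endothelium, fibroblasts and erythrocytes, 0.451 for adipocytes and 0.802 for mitochondrial transcripts. The medians were above 0 in normal 8 for smooth muscle (0.50), adipocytes (0.59) and mitochondrial transcripts (0.10), and in normal 6 for erythrocytes (0.028) and mitochondrial transcripts (0.025). With spots matched on host UMIs, the medians of endothelium (0.12), adipocytes (0.27), erythrocytes (0.38) and mitochondrial transcripts (0.0081) were above 0, and erythrocytes passed in that direction (adjusted p 0.0101). Smooth muscle (-0.64, adjusted p 7.82e-40), neurons and glia (-0.38, 4.83e-06) and fibroblasts (-0.20, 1.07e-05) still passed as lower. Without probes 10 and 23 as well, in the same 5 sections, only smooth muscle of these lists passed as lower (-0.23, adjusted p 7.54e-18), while fibroblasts (0.054, 0.0454), endothelium (0.15, 3.10e-06) and adipocytes (0.33, 7.85e-05) passed as higher.

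Calls of 4 of these lists ended when 1 section was left out. The adjusted p of hypoxia was 0.0637 without normal 6 and 0.263 without tumor 3, that of adipocytes 0.0771 without normal 6, that of the interferon response 0.923 without tumor 7, and that of mitochondrial transcripts 0.0751 without normal 3 and 0.385 without tumor 7.

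The other 12 lists did not pass between the spot classes. Their medians were 0.07 for Wnt target genes (adjusted p 0.477), 0.25 for adenocarcinoma genes (0.0893), 0.23 for mature colonocytes (0.0720), -0.35 for enteroendocrine cells (0.457), 0.10 for B cells (0.521), 0.09 for T and NK cells (0.297), 0.17 for macrophages (0.258), 0.22 for neutrophils (0.457), -0.21 for antimicrobial genes (0.477) and -0.035 for stress genes (0.477). Goblet cells (median -0.022, adjusted p 0.826) and NF-kB genes (median -0.097, adjusted p 0.846) had a test direction of up. With spots matched on host UMIs, 10 of the 23 lists passed as higher and 3 as lower. No adjusted p is given here for adipocytes or B cells in that setting. The adjusted p was 1.01e-39 for colonocytes (median 0.55), 1.07e-05 for goblet cells (0.19) and 0.0101 for macrophages (0.22). It was 0.0229 for neutrophils (0.20) and 0.0284 for enteroendocrine cells (0.32). Without probes 10 and 23, in the same 5 sections, it was 0.000751 for neutrophils (median 0.52), 2.14e-06 for adenocarcinoma genes (0.23) and 0.0407 for B cells (-0.22). With matched spots as well it was 2.22e-15 for neutrophils (0.55), 4.52e-08 for adenocarcinoma genes (0.16), 1.94e-09 for colonocytes (0.19), 0.00128 for goblet cells (0.11), 0.0185 for antimicrobial genes (0.17), and 0.0187 for NF-kB genes (0.056) and Wnt target genes (0.050). Without tumor 7 the adjusted p was 4.47e-10 for colonocytes, 0.000263 for goblet cells, 0.00281 for adenocarcinoma genes and 0.0265 for B cells, with medians above 0. Without tumor 7 the adjusted p of macrophages was 0.0171 with a median of -0.35. Without tumor 3 it was 0.0379 for B cells and 0.00626 for stress genes. Without normal 3 it was 0.0243 for B cells, with a median of -0.64, and without normal 6 it was 0.0030 for goblet cells, with a median of -0.57.

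Spots rich in bacterial UMIs, with at least 10 outside probes 10 and 23, were compared with the other spots of normal 8, tumor 3 and tumor 8, a setting added after the data had been seen. Normal 8 and tumor 8 share a patient, and the test takes the sections as independent. The cytokine genes IL1B and OSM were higher in rich spots, by 2.65 ± 0.52 and 2.52 ± 0.47 on the log2 scale (SE, n = 3 sections). MUC17, a mucin of the cell membrane, was higher by 2.47 ± 0.43, and MGP, a matrix protein, fell by 3.04 ± 0.62. Each had the same direction in 3 of 3 sections. In edgeR 40 genes were higher and 60 lower. Neutrophils and their attractants had a median log2 change of 1.72 (adjusted p 4.31e-08) and mature colonocytes of 1.69 (adjusted p 2.75e-08), but colonocytes had a median of -0.51 in tumor 3. Enteroendocrine cells had a median of 1.54 (0.000220) and antimicrobial genes of 1.23 (0.000445), with -2.80 and -0.47 in tumor 3. The fibroblast list had a median of -1.44 (adjusted p 4.25e-13), smooth muscle of -2.77 (4.78e-12) and macrophages of -0.71 (6.98e-05). Proliferation (-0.21, adjusted p 0.0135) and plasma cells (-0.63, 0.0226) passed as lower and adipocytes (1.13, 0.0479) as higher, opposite to the positive spots above. Proliferation had a median of 0.16 in tumor 3. Plasma cells had one of -1.31 in tumor 8, against -0.052 in normal 8 and -0.069 in tumor 3. Adipocytes were above 0 only in tumor 8 (1.76). Wnt target genes (-0.26, 0.0167) and endothelium (-0.44, 0.0167) also passed as lower. With an estimated correlation the adjusted p was 0.635 for neutrophils, fibroblasts and macrophages, and 0.644 for the other lists named in this paragraph. With spots matched on host UMIs, 0 genes passed in edgeR, with 190 at an unadjusted p below 0.05. Lists that still passed there as higher were colonocytes (median 1.37, adjusted p 1.12e-18), neutrophils (1.08, 6.23e-09), antimicrobial genes (0.65, 0.000183) and enteroendocrine cells (1.005, 0.0435). Those as lower were smooth muscle (-2.98, 5.11e-11), fibroblasts (-0.98, 1.01e-10), macrophages (-0.48, 4.08e-05) and endothelium (-0.51, 0.0463). Proliferation (0.0054, 0.903), plasma cells (-0.18, 0.104) and Wnt target genes (-0.12, 0.262) did not pass. Other lists passed as higher with matched spots only. They were stress genes (0.49, 1.84e-05), hypoxia (0.48, 0.000183), goblet cells (0.34, 0.00206), NF-kB genes (0.41, 0.00398) and erythrocytes (1.26, 0.00607).

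The last test asked whether the difference between spot classes itself differed between tumor and normal sections. For 82 genes of 16802 it did in edgeR, 7 with a higher and 75 with a lower effect in tumor sections. The log2 effect in tumor minus that in normal sections was -3.53 ± 0.60 for CHP2 (SE, n = 2 tumor and 3 normal sections), -3.12 for MUC2, the main secreted mucin of the colon, and -3.02 for SLC4A4, a bicarbonate transporter. Of goblet cell genes 8 of 13 passed, all lower, and of mature colonocyte genes 5 of 24. The genes in this paragraph were chosen after their values were seen. The count was 0 without tumor 7 in edgeR (482 at an unadjusted p below 0.05), 2 without normal 6, 148 without normal 3 and 1304 without tumor 3, and 14 with spots matched on host UMIs, of which 2 were among the 82. Without tumor 7 or tumor 3 only 1 tumor section is left, so its spread has to be taken from the other sections and these counts carry little weight.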

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

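The tests of Streptococcaceae, of the taxa of tumor 8 in normal 8, of Enterobacteriaceae in tumor 3 and of splits for the difference between spot classes were chosen after the results were seen, while those of a shared source of Enterobacteriaceae and of the other splits were written earlier.

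The difference between positive and negative spots itself differed between tumor and normal sections for 82 genes in edgeR, 7 with a higher and 75 with a lower effect in tumor sections. The highest count among the other ways to group the 5 sections was 3, and only 1 of the 10 splits, the real one, gave as many, which is too few splits for a share below 0.05. For tumor against normal sections the real count was 525 and the highest other count 0 (1 of 10 splits), and for spot classes 4 and 0 (1 of 16 swaps), again too few for a share below 0.05.

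The 3 custom GAPDH probes are a signal in data that no comparison used, and gave a mean of 4610 ± 1844 CPM in tumor sections and 1868 ± 227 in normal sections (SD, n = 3 each; exact two-sided permutation p = 0.1, the smallest possible).

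Streptococcaceae gave UMIs in every section, also where few other bacteria were counted. Binding of probe 10 to host RNA, or to another product that scales with host UMIs, is a candidate explanation. Its coefficient of variation across the 6 sections was 0.375, against at least 1.38 for the 19 other probes of the family with enough UMIs. Since probe 10 was chosen after its high level in every section was seen, that value adds little. Within tumor 3, probe 10 stood at 8925 CPM in region 2 and 636 in region 5. Within tumor 8 it stood at 2106 in region 1 and 310 in region 4. Scaling with host UMIs alone would not give these gaps. In normal 6 it ran from 425 in region 7 to 1196 in region 8. Bacteria with the probe profile of tumor 3, where 21 of the 27 probes exceeded 3 CPM, were argued against as the main source in every section, since as few as 4 did in normal 6, normal 8 and tumor 7, against 17 if their totals had that profile. Bacteria at low levels or with another profile cannot be told apart from background, since the number of probes above 3 UMIs, from 6 in normal 3 to 22 in normal 6, lay on both sides of the bounds, and in tumor 3 bacteria stay open. No group in the design gives a biological explanation for probe 10, and none was tested.

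Bacteroides, Phocaeicola and Porphyromonas, the main taxa of tumor 8, were also counted in normal 8 of the same patient. Reads of tumor 8 assigned to normal 8 under the same spot barcodes were argued against as the whole source: each such UMI of normal 8 lay at a barcode with a mean of 144 such UMIs in tumor 8 (95% bootstrap interval 109 to 180), against 1236 if normal 8 followed tumor 8, a bound added after a first test (39.0% of bacterial and 8.66% of host UMIs at the top 10% of barcodes) had come out between its bounds. As a part of the signal such reads cannot be told apart from bacteria at like positions on the slides: that mean was 1.92 times the 75.2 that normal 8 would give if it followed its host UMIs, but the bacterial UMIs of tumor 3, mostly of other taxa, correlated more with those of tumor 8 over shared barcodes (rank correlation 0.363 against 0.105). A constant share carried over from tumor 8 was argued against as the source of all taxa, since the ratio of normal 8 to tumor 8 varied 73.9-fold between the taxa with at least 100 UMIs in normal 8 (Streptococcaceae and Enterobacteriaceae left out), from 0.105% for Bacteroides and Phocaeicola to 7.73% for Alistipes. For Bacteroides and Phocaeicola with Porphyromonas alone such a share is a candidate explanation, since their ratios were 1.36-fold apart, while bacteria in the normal tissue itself, and carry-over that varies by taxon, stay open and were not tested.

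Enterobacteriaceae were counted in every section. For a source shared by all spots, such as reagents, no answer was reached: 2 of 6 sections had UMIs spread evenly (variance over mean under 1.5 and Moran's I above random under 0.05), and 3 had a variance over mean above 2. In tumor 3 the variance over mean was 10.6 and Moran's I above random 0.499, which argues against a source shared by all its spots. Normal 3 (2.24 and 0.136) and tumor 7 (2.41 and 0.171) lay past the same bounds, though less far, which argues in the same way for these sections. In normal 6, normal 8 and tumor 8 the variance over mean ran from 0.987 to 1.19. There a shared source cannot be told apart from bacteria. Patches of bacteria in tumor 3 stay open and were not tested further.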

How the results depend on the processing

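The settings without Streptococcaceae probes 10 and 23, with at least 10 bacterial UMIs, with sums per taxon, averaged per patient and without both sections of patient 3 were chosen after the data had been seen. The cause of the changes below was not tested, except that leaving out sections or thinning left fewer data. Between the tissues, the 34 named genes past the threshold kept their direction in all settings run; in 369 of their repeats they also kept their side of the threshold, and in 140 they did not pass. The 13 lists past the threshold did so in 107 repeats and did not pass in 23. Named genes that had not passed kept their side in 293 repeats, passed in the same direction in 44 and turned in 4. Lists that had not passed did so in 62, 20 and 18 repeats. Between the spot classes, the 4 genes kept direction and side in 18 repeats, did not pass in 46 and turned in 10, and the 11 lists did so in 81, 35 and 26. Members that had not passed kept their side in 323 repeats, passed in 14 and turned in 38, and lists that had not passed did so in 79, 34 and 42. Thinning spots to equal depth left out 4318 spots of normal 3 and 2549 of tumor 3, the shallow sections of patient 3. Between the tissues, 17987 genes were tested with all sections and 17994 without both sections of patient 3. These sections therefore did not limit the genes tested there. With sections thinned to the shallowest, 13103 genes were tested.

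The number of host genes that differed between the tissues was 1566 with DESeq2, 909 with the patient as a block, 998 for the 2 patients with both tissues alone, 340 with spots of at least 500 host UMIs, 171 without both sections of patient 3, and from 100 to 675 with 1 section left out. The number of bacterial probes was 0 in edgeR with RLE factors (33 at an unadjusted p below 0.05), upper-quartile factors (29), no filter (87), spots of at least 500 host UMIs (14), thinning (6) and without both sections of patient 3 (36). It was 99 with the patient as a block and from 0 to 66 with 1 section left out. With UMIs summed per taxon, 3 taxa passed, and 9 did with the patient as a block. All counts with the patient as a block rest on the 2 patients with both tissues for the tissue effect. With an estimated correlation, 0 lists passed camera in either comparison, against 5 between tissues and 1 between spot classes at an unadjusted p below 0.05. With 1 section left out, from 13 to 15 lists passed between tissues and from 10 to 14 between spot classes.

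The number of genes that differed between spot classes was 94 with DESeq2 and 72 with spots matched on host UMIs. In edgeR it was 0 with positive spots of at least 2 UMIs (3184 at an unadjusted p below 0.05), spots of at least 500 host UMIs (1517), tumor sections alone (1407) and normal sections alone (1635). Without probes 10 and 23, which also brought in tumor 8, it was 85, and 15 with matched spots. In the same 5 sections it was 1 without these probes, and 10 with matched spots. In each of these settings 0 of the 4 genes passed. With at least 10 such UMIs it was 100, and 0 with matched spots in edgeR (190 at an unadjusted p below 0.05). With 1 section left out it ranged from 0 to 10. With all probes tumor 8 could not be used, so leaving it out gives no value there. The number of genes whose effect differed between the tissues was 14 with matched spots, 29 without probes 10 and 23 (65 in the same 5 sections), 1 with both (COL7A1; in the same 5 sections 2, COL7A1 and IGHG3, named after their values were seen), and from 0 to 1304 with 1 section left out, where leaving out tumor 3 or tumor 7 leaves 1 tumor section whose spread is taken from the others.

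The difference in bacterial level ranged from 0.97 to 4.55 with 1 section left out. That in the share of spots was -1.01 points with spots of at least 500 host UMIs, and ranged from -18.7 to 20.1. Moran's I above random was 0.209 for presence (exact sign-flip p = 0.0625), and ranged from 0.241 to 0.346 with 1 section left out, where the smallest possible exact p is 0.0625. Averaged per patient it was 0.292 (exact sign-flip p = 0.125, the smallest possible).

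Values of results that turned between the tissues (log2 change of a gene, median of a list) were, with the patient as a block, MT-ND5 -0.51, macrophages -0.63, antimicrobial genes -0.61 and mitochondrial transcripts -0.0074, and for the 2 patients with both tissues alone, MT-ND5 -0.51. Without both sections of patient 3 they were B cells -0.084, T and NK cells 0.13, stress genes -0.55 and mitochondrial transcripts -0.14. With 1 section left out, values ran for DEFA5 from -5.48 to 0.046, MT-ND5 from -0.34 to 1.42, fibroblasts from -0.48 to 1.10, B cells from -1.12 to 0.074, T and NK cells from -0.96 to 0.065, macrophages from -0.98 to 0.72, antimicrobial genes from -0.50 to 0.62, stress genes from -0.42 to 0.71 and mitochondrial transcripts from -0.19 to 0.30. The direction is that of the test, which can differ from the sign of the median, as for B cells, T and NK cells, macrophages and antimicrobial genes.

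Values that turned between the spot classes were, with spots matched on host UMIs, SFRP2 0.044, SFRP1 0.43, THBS2 0.066, CLDN5 0.13, EGFL7 0.27, HBA2 0.49, HBB 0.20, enteroendocrine cells 0.32, endothelium 0.12, adipocytes 0.27, erythrocytes 0.38, antimicrobial genes 0.062 and mitochondrial transcripts 0.0081. Without probes 10 and 23 they were enteroendocrine cells 0.14, B cells -0.21, T and NK cells -0.0058 and stress genes 0.078, and with matched spots as well SFRP2 0.26, VIP 0.082, SFRP1 0.37, TOP2A -0.022, THBS2 0.046, GAP43 0.11, CLDN5 0.39, EGFL7 0.21, FABP4 0.37, HBA2 0.37, HBB 0.32, IGHG1 -0.13, OAS1 -0.072, enteroendocrine cells 0.021, enteric neurons and glia 0.048, endothelium 0.11, adipocytes 0.30, erythrocytes 0.15, B cells -0.031, T and NK cells -0.054, antimicrobial genes 0.15, interferon response -0.091, stress genes 0.057 and mitochondrial transcripts 0.041. Without these probes in the same 5 sections they were enteroendocrine cells 0.084, B cells -0.22 and stress genes 0.0066, and with matched spots as well SFRP2 0.51, VIP 0.11, SFRP1 0.39, TOP2A -0.048, THBS2 0.22, GAP43 0.12, CLDN5 0.43, EGFL7 0.25, FABP4 0.38, HBA2 0.39, HBB 0.33, OAS1 -0.035, MT-ND3 0.0032, enteroendocrine cells 0.042, fibroblasts 0.054, enteric neurons and glia 0.054, endothelium 0.15, adipocytes 0.33, erythrocytes 0.11, B cells -0.012, T and NK cells -0.036, antimicrobial genes 0.17, interferon response -0.055, stress genes 0.036 and mitochondrial transcripts 0.034. With at least 10 UMIs outside these probes they were IGLC1 -0.79, CDK1 -0.082, TOP2A -0.017, CLDN5 0.091, FABP4 0.30, HBA2 1.32, IGHG1 -0.55, XBP1 -0.35, MT-ND5 0.075, Wnt target genes -0.26, adenocarcinoma genes 0.087, enteroendocrine cells 1.54, proliferation -0.21, adipocytes 1.13, erythrocytes 1.15, plasma cells -0.63, macrophages -0.71, antimicrobial genes 1.23, interferon response -0.36 and stress genes 0.54, and with matched spots as well IGLC1 -0.40, CDK1 -0.061, CLDN5 0.28, HBA2 1.38, IGHG1 -0.97, XBP1 -0.21, Wnt target genes -0.12, enteroendocrine cells 1.005, proliferation 0.0054, erythrocytes 1.26, plasma cells -0.18, T and NK cells -0.035, macrophages -0.48, antimicrobial genes 0.65, stress genes 0.49 and mitochondrial transcripts 0.19. Where a median has the sign of its main value, the test direction turned. With 1 section left out, medians ran for Wnt target genes from -0.10 to 0.22, mature colonocytes from -0.016 to 0.76, goblet cells from -0.57 to 0.67, enteroendocrine cells from -0.52 to 0.28, B cells from -0.64 to 0.49, macrophages from -0.35 to 0.36, NF-kB genes from -0.18 to 0.051 and stress genes from -0.29 to 0.11.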

Other observations

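The genes and regions in this part were chosen after their values were seen, and no test was made on them. Normal 3 stood apart in genes known from the small intestine. The apolipoprotein APOA4 stood at 736 CPM, against 1.33 to 4.10 in the other sections, and the defensin DEFA5 stood at 452, against 1.69 to 15.3. APOB and APOA4 were among the leading genes of region 11, whose 1162 spots all lay in normal 3.

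Tumor 7 differed from the other tumor sections in its epithelial genes. SLC34A2, a phosphate transporter, stood at 1519 CPM, the keratin KRT7 at 1197, the mucin MUC16 at 898 and CHI3L1 at 2605. The intestinal transcription factor CDX2 stood at 11.2, against 274 in tumor 3 and 298 in tumor 8. CDH17, an intestinal cadherin, stood at 28.2 in tumor 7, 971 in tumor 3 and 233 in tumor 8. Whether the tissue labels of normal 3 and tumor 7 hold was not tested. The number of host genes that differed between the tissues was 379 without normal 3 and 675 without tumor 7, against 525 with all sections.

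In tumor 8, UMIs of Bacteroides and Phocaeicola correlated across spots at 0.713 with Porphyromonas and at 0.694 with Campylobacter. These were the highest values for them among the taxa compared. The lowest were 0.447 with Parabacteroides and 0.160 with Streptococcaceae. The value for Streptococcaceae does not hold for each of its probes. With probe 10 of Bacteroides and Phocaeicola, Streptococcaceae probe 23 correlated at 0.707, probe 1 at 0.584 and probe 6 at 0.564. Streptococcaceae probe 10 correlated with it at 0.154.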
